A study of Mus musculus with 10 samples. Its data were reported in "TAS-Seq is a robust and sensitive amplification method for bead-based scRNA-seq" (2022).

How the data were processed

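Single-cell RNA sequencing had been done on cells from the lung, spleen and kidney of C57BL/6 mice that were 8 weeks old per the labels. The methods of the study give this age for the spleen mice in one passage and another age in a second. Cells were captured with BD Rhapsody, a system in which each cell falls into a small well of a cartridge with a bead that carries a cell barcode. TAS-Seq adds a short tail of C bases to the cDNA on the beads with terminal transferase, and stops the tailing at random with a dideoxy base before the cDNA is amplified. The BD WTA kit amplifies from random primers. There were 10 libraries in 4 groups: 3 lung TAS-Seq, 3 spleen TAS-Seq, 3 spleen BD WTA and 1 kidney TAS-Seq. The spleen libraries were portions of 1 pool of beads from a single cartridge, divided after reverse transcription, and so were the lung libraries. Their spread therefore covers amplification, library preparation and sequencing, and neither mice nor cell preparation.

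The deposited files held whole-number counts of reads per gene and cell barcode, with no scaling for depth. The authors trimmed adapters with cutadapt, mapped the RNA reads with bowtie2 to the Ensembl cDNA and non-coding RNA sequences of the mouse build GRCm38, counted reads per gene and barcode, and kept barcodes above the inflection point of the curve of reads against rank. They did not use molecular identifiers, so several reads can come from 1 molecule. A read that matched a gene and a near-identical copy equally well could be assigned to either. The study also describes a correction that sets low background counts to 0. Whether it was applied to the deposited counts is not stated, and low counts of genes with far higher counts in other cells were present in each library. Each listed row named a gene, and no row of totals was present.

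Barcodes were kept with at least 500 genes and at most 25% of counts in mitochondrial genes, the limits that the study states. The 3 lung libraries held 5658, 6223 and 5845 barcodes, of which 5472, 5906 and 5701 were kept. The spleen TAS-Seq libraries held 1656, 1630 and 1425 barcodes, of which 1652, 1627 and 1423 were kept. The spleen BD WTA libraries held 1869, 2055 and 1689, of which 1860, 2010 and 1678 were kept. The kidney library held 3512, of which 1540 were kept, 659 had too few genes and 1313 of the others had too many mitochondrial counts. Per library, 1 value was computed over its kept cells: the median number of genes with at least 1 count, the median count, the number of highly variable genes and so on. The mitochondrial percent was the median over barcodes with at least 500 genes, without the 25% limit. To set libraries at equal depth, each cell was thinned at random without replacement to 10000 counts. In the spleen this left out between 3 and 70 cells per library, in the lung none and in the kidney 115. Highly variable genes were found with the mean and dispersion rule that the study states (scale factor 1000000, mean cutoff 0.1, scaled dispersion cutoff 0.5, 20 bins). The study's limit of at least 5 cells per gene was not applied here, so genes seen in fewer cells could be counted.

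Cells were clustered with Python 3.11.15, numpy 2.4.6 and leidenalg 0.10.2 on 2000 variable genes, 30 principal components and a graph of 15 neighbours, at Leiden resolution 1. Spleen cells of both methods were clustered together after each gene was centred and scaled within its method. No deposited annotation of cells was used. A cluster was named after a class, with the suffix "-like", from marker genes fixed before the data were examined. The class with the largest share of raised markers gave the name, where a raised marker had a log2 fold of at least 1 over the other clusters and was seen in at least 20% of the cells. At least 3 raised markers were required, and a cluster stayed unnamed when a second class came within 0.7 of the leading one. These thresholds were set after the data were seen. They left no spleen cell unnamed, 3.82%, 4.13% and 4.19% of the cells of the lung libraries and 39.7% of the kidney cells. Doublets were called with Scrublet in scanpy 1.11.5 and were kept, with their removal as an alternative. The caller marked between 0.199% and 0.477% of the cells of each BD WTA library, 0.195% of the kidney cells, between 0.303% and 1.72% of the cells of the spleen TAS-Seq libraries and between 2.41% and 4.26% in the lung. Whether it missed doublets where it marked few cells was not tested.

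Library values of the spleen methods, and of lung and spleen, were compared with an exact two-sided permutation test of the difference between 2 means of 3 libraries (scipy 1.17.1). The test has 20 assignments and cannot give a p below 0.1, so no single comparison of 3 libraries against 3 could pass 0.05. A difference was called larger than the spread between libraries when all 3 values of a group lay above all 3 of the other. Values are given as mean ± SD over libraries. Cells were not treated as replicates. A gene had a detection difference when its percent of cells with a count at 10000 reads differed by at least 10 percentage points between the method means, with no overlap between the libraries.

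Counts were summed over kept cells per library and tested in R 4.3.3 with the quasi-likelihood test of edgeR 4.0.16, with TMM normalization and the filterByExpr filter. Genes with a Benjamini-Hochberg adjusted p under 0.05 were called. Genes named by size were the 5 largest rises and the 5 largest falls among called genes with a mean of at least 100 counts per 1000000 (CPM) and no overlap between the methods. A further 12 spleen genes and 8 lung genes were fixed before the data were examined. Shares of cells in the single kidney library carry exact Clopper-Pearson 95% intervals. All intervals cover counting error only, because reads without molecular identifiers are not independent molecules.

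Gene positions, GC content and transcript length came from GENCODE M21 on GRCm38, the build that the authors used with another annotation. The gene symbols of the files matched it for between 96.8% and 97.4% of the genes and for at least 99.3% of the counts of each library. Nuclear copies of mitochondrial genes were transcripts of nuclear genes with at least 90% identity to a mitochondrial transcript over at least 80% of their length (BLAST 2.17.0+). GC content and length trends were removed per library before a refit of the edgeR model.

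Background was measured from markers in cells that should lack them: B cell markers in T-like cells and T cell markers in B-like cells of the spleen, and markers of 6 class pairs in the lung. It is given as the number of background events per cell for each 1000000 counts of a gene in the library, where an event leaves at least 1 count. The median over the markers was used as the rate of each library. In an alternative, each count at or below the 95th or 99th percentile of what this background would give for the gene was set to 0. The classes set apart as sources of each lung gene follow the study.

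The count test was run first on simulated counts of the spleen comparison, with 200 genes changed by known amounts. It called 192 of the 200 and 14 of the unchanged genes among 20597 tested. With a GC trend added to the simulated libraries, 7418 unchanged genes were called without the correction and 11 with it. The search for highly variable genes found all 200 changed genes and 30 of 7091 unchanged ones in a simulation of a spleen TAS-Seq library, and the detection rule found all 200 changed genes and 0 of 28630 unchanged ones. These 2 simulations had counting error but no further spread between cells or libraries. The first was scored on more abundant genes alone, and the second used steps larger than the rule requires. They therefore do not give the error rates in the real data.

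Alternatives fixed before the data were examined were other filters on barcodes, depths, detection limits, cells, clustering settings, normalizations and tools (DESeq2 1.42.0 with its size factors), a block for the replicate number, and the removal of each library in turn. Chosen after the data were seen were the added ribosomal RNA genes, the added nuclear copies, the masking of background at both depths and the GC and length correction. The public libraries of other platforms, the flow cytometry and the cell-cell interaction networks of the study were not analysed here.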

Results

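Read counts per gene and cell were compared in 10 libraries of mouse tissue cells, 3 each of lung TAS-Seq, spleen TAS-Seq and spleen BD WTA and 1 of kidney TAS-Seq. The total counts were 985778697, 891396361 and 919734502 in the lung libraries, 53997880, 51146943 and 44374969 in the spleen TAS-Seq libraries, 59328302, 63058941 and 52068514 in the spleen BD WTA libraries and 257996443 in the kidney library. The median count per kept cell ranged from 103630 to 122514 in the lung, from 25390 to 25468 in the spleen TAS-Seq libraries and from 25448 to 25768 in the spleen BD WTA libraries. It was 54712 in the kidney.

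The spleen libraries address whether TAS-Seq and random priming read the same beads differently. Depth was alike: the median count per cell was 25438 ± 42 (SD, n = 3) with TAS-Seq and 25612 ± 160 (SD, n = 3) with the kit (exact permutation test, two-sided, p = 0.3). TAS-Seq cells had a median of 2207 ± 27.2 genes (SD, n = 3) and BD WTA cells of 1723 ± 83.0 genes (SD, n = 3). The difference of 485 genes was larger than the spread between libraries, with each TAS-Seq library above each BD WTA library (exact permutation test, two-sided, p = 0.1, the smallest that 3 libraries against 3 can give). Counting only genes with at least 2 reads moved this result most, to a difference of 82.7 genes.

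At 10000 reads per cell, the median was 1704 ± 24.8 genes (SD, n = 3) with TAS-Seq and 1504 ± 61.9 genes (SD, n = 3) with BD WTA. The difference of 200 genes again left no overlap between the libraries (exact permutation test, two-sided, p = 0.1). It was 84.5 genes at 5000 reads and 442 genes at 20000 reads, a depth that left out between 398 and 496 cells of each library and so compares deeper cells only. With at least 2 reads required at 10000 reads per cell, the order of the means changed. TAS-Seq cells then had 1190 ± 18.0 genes and BD WTA cells 1218 ± 36.9 genes (SD, n = 3 each), a difference of -27.7 genes that was within the spread of the libraries (exact permutation test, two-sided, p = 0.3). The excess of genes at 10000 reads was thus made up of genes seen with a single read. Values of 1 read made up between 26.9% and 27.5% of the nonzero counts in the spleen TAS-Seq libraries and between 11.7% and 12.1% in the BD WTA libraries.

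**Figure D1:**
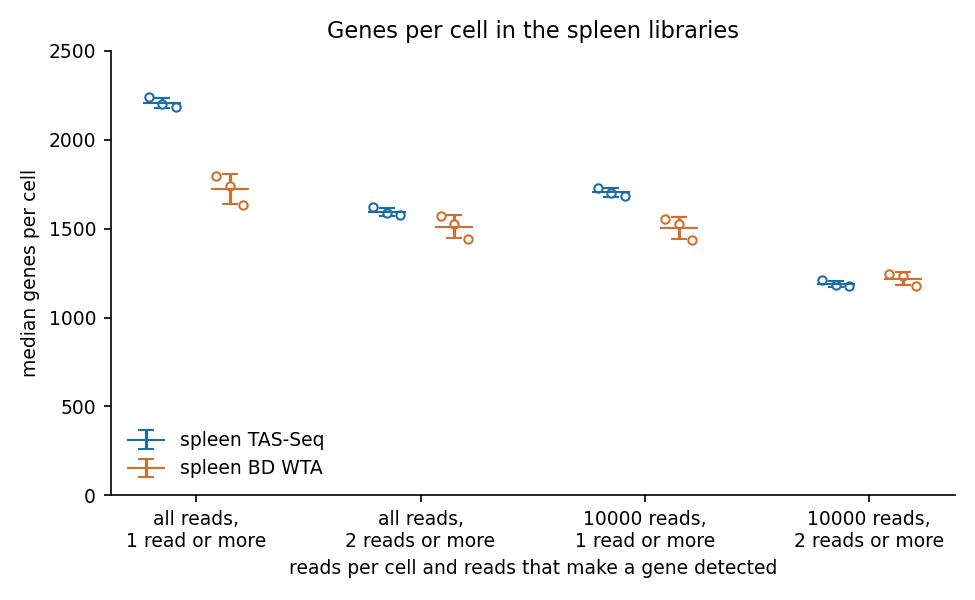
Median genes per cell (vertical axis) in the spleen libraries, with all reads or 10000 reads per cell and with 1 or 2 reads required (horizontal axis). Points are libraries, horizontal lines are means and bars are SD over 3 libraries. The methods lie apart in the first 3 settings and overlap in the last, at means of 1190 and 1218 genes.

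Background counts in cells that should lack a marker were also measured. For each 1000000 counts of a gene in a library, and at the median over the markers, a cell received 8.03, 9.06 and 10.4 background events in the TAS-Seq libraries and 2.10, 1.98 and 1.43 in the BD WTA libraries, where an event put at least 1 count of the gene in the cell. Single markers varied widely around the median, from 3.37 to 57.4 events in the TAS-Seq libraries. At the median rates, 364, 384 and 382 genes per TAS-Seq cell and 112, 112 and 69.2 genes per BD WTA cell were expected to show a background count. These numbers include genes that the cell itself expresses, where a background count adds no gene. At 10000 reads the rates lay closer, at 11.8, 10.3 and 12.1 with TAS-Seq and 5.70, 5.31 and 3.42 with BD WTA. Means of 160 genes per TAS-Seq cell and 82.0 per BD WTA cell were expected there. Counts up to the 95th percentile of this background were then set to 0. This left a difference of 382 genes per cell, and of 179 genes at 10000 reads, both with no overlap between the libraries. The mask removed a mean of 123 genes per TAS-Seq cell where 377 were expected to show a background count. This percentile was 0 for most genes. At the 99th percentile the difference was 219 genes as deposited, still with no overlap, and at 10000 reads it was 136 genes with overlap between the libraries (exact permutation test, two-sided, p = 0.2).

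The percent of counts in mitochondrial genes was 4.97% ± 0.0988 (SD, n = 3) with TAS-Seq and 8.90% ± 0.0779 (SD, n = 3) with BD WTA, a difference larger than the spread between libraries (exact permutation test, two-sided, p = 0.1). Counts in ribosomal RNA genes depended on the list of genes. Of the list fixed in advance, the files held only Rn5s and genes named n-R5s, which had few counts. These genes made up 0.000176% ± 4.7e-05 of the counts in TAS-Seq and 0.000328% ± 4.73e-05 in BD WTA (SD, n = 3 each, exact permutation test, two-sided, p = 0.1). This share leaves out any other ribosomal RNA. With genes annotated as ribosomal RNA added, the shares were 0.840% ± 0.00886 and 0.277% ± 0.00775 (SD, n = 3 each, exact permutation test, two-sided, p = 0.1), in the other direction. Nearly all of these added counts fell on CT010467.1, annotated as ribosomal RNA on chromosome 17 from 39846353 to 39848827 (GRCm38).

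TAS-Seq libraries had 6954 ± 48.0 highly variable genes and BD WTA libraries 6458 ± 42.5 (SD, n = 3 each), with no overlap (exact permutation test, two-sided, p = 0.1). This order depended on a setting: with a scale factor of 10000 in place of 1000000, TAS-Seq had 3676 and BD WTA 3930. The size of the difference also depended on the settings, and was 1811 genes at 10000 reads with the same number of cells per library and 598 at a scaled dispersion cutoff of 1. Genes seen in fewer than 5 cells could enter all of these counts. The read-weighted mean GC content of transcripts was 49.2% ± 0.0216 with TAS-Seq and 48.6% ± 0.0205 with BD WTA (SD, n = 3 each, exact permutation test, two-sided, p = 0.1). With each detected gene counted once per cell, it was 49.3% and 49.4%, a difference of -0.0909 percentage points. Without mitochondrial genes and the 50 most abundant genes the difference was 0.018 percentage points, with overlap between the libraries (exact permutation test, two-sided, p = 0.3). The read-weighted mean transcript length was 1913 ± 25.4 bases with TAS-Seq and 1838 ± 11.6 bases with BD WTA (SD, n = 3 each, exact permutation test, two-sided, p = 0.1).

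The shares of B-like and T-like cells differed between the methods by less than the spread between libraries, and the smaller classes of spleen cells were not compared. B-like cells made up 64.1% ± 1.77 of TAS-Seq cells and 63.8% ± 1.37 of BD WTA cells (SD, n = 3 each, exact permutation test, two-sided, p = 0.9). T-like cells made up 23.2% ± 0.824 and 22.8% ± 0.998 (SD, n = 3 each, exact permutation test, two-sided, p = 0.8).

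At 10000 reads per cell, 552 genes differed by at least 10 percentage points in the percent of cells with a count, with no overlap between the libraries. Of these, 389 were higher with TAS-Seq and 163 with BD WTA. In number of genes, the count was moved most by the use of counts as deposited, which gave 1325 genes. There, 1184 were higher with TAS-Seq and 141 with BD WTA. A threshold of 20 percentage points gave 114 genes. With at least 2 reads required, 334 genes differed, of which 132 were higher with TAS-Seq and 202 with BD WTA. Of 30480 genes with a count in any library, 41.5% had no overlap between the methods at 10000 reads, where chance gives 10%.

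The sums of counts per library were compared with edgeR. Of 21294 genes tested, 7302 had an adjusted p under the threshold, 3610 of them higher with TAS-Seq and 3692 lower. A change of at least 2-fold was seen in 2372 of the called genes, 1072 higher and 1300 lower with TAS-Seq. Restricting the sums to B-like cells moved the count most, to 5769 genes. Scaling by library size alone gave 7915 genes but another balance, 5280 higher and 2635 lower, and moved the median log2 fold change of all genes by 0.16. Fold changes are therefore relative to the TMM scaling.

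The 5 largest rises among abundant genes were those of Gm15427, Gm7536, Grip2, Iglv1 and Rpl10-ps1. Gm15427 (chromosome 1, 95498621 to 95499151, GRCm38) had 221 ± 3.92 counts per 1000000 (CPM) with TAS-Seq and 21.5 ± 2.20 with BD WTA (SD, n = 3 each), a log2 fold change of 3.20 (SE 0.084, edgeR adjusted p = 4.63e-08). The log2 fold changes of Gm7536, Grip2, Iglv1 and Rpl10-ps1 were 2.87, 2.59, 2.26 and 2.08. Iglv1, an immunoglobulin light chain V gene (chromosome 16, 19085017 to 19085500), rested in part on 1 library. It had 314, 117 and 84.7 CPM in the TAS-Seq libraries, and the log2 fold change was 1.496 without the first of these and 0.87 in B-like cells.

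The 5 largest falls were those of Gm10263, Gm13339, Rpl13-ps3, Rps29 and Jund. Gm10263 (chromosome 13, 73317844 to 73318143, GRCm38) had 11.3 ± 1.70 CPM with TAS-Seq and 194 ± 0.322 with BD WTA (SD, n = 3 each), a log2 fold change of -4.26 (SE 0.11, edgeR adjusted p = 4.63e-08). The log2 fold changes of Gm13339, Rpl13-ps3, Rps29 and Jund were -3.31, -2.14, -2.08 and -1.90. All 10 genes were higher, or lower, in each of the 3 libraries of one method. Gm15427, Gm7536, Rpl10-ps1, Gm10263, Gm13339 and Rpl13-ps3 are annotated as pseudogenes, and Gm13339 is 96.7% identical to mt-Nd2. Their values, and that of the ribosomal protein gene Rps29, are uncertain because reads can be shared with near-identical copies.

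Of the 12 spleen genes fixed in advance, 10 were called by edgeR over all genes tested, and the same 10 when adjusted over the list alone. The 4 mitochondrial genes fell by between 0.73 and 1.47 on the log2 scale. For mt-Nd1 (mitochondrial genome, 2751 to 3707), the CPM were 3110 ± 96.5 with TAS-Seq and 7728 ± 114 with BD WTA (SD, n = 3 each), the log2 fold change was -1.47 (SE 0.026) and the edgeR adjusted p was 7.02e-09, or 1.19e-11 over the list alone. Of the B cell genes, Cd79a had a log2 fold change of -1.08 (SE 0.032, edgeR adjusted p = 7.47e-08) and Ms4a1 of 0.59 (SE 0.030, edgeR adjusted p = 1.11e-06), each in the same direction in 3 of 3 libraries. Actb had a log2 fold change of -0.37 (SE 0.018, edgeR adjusted p = 1.1e-06).

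Malat1 had a log2 fold change of -0.22 (SE 0.038, edgeR adjusted p = 0.00176), which was -0.064 under scaling by library size alone (edgeR adjusted p = 0.183, the highest of a range from 4.92e-06 over the alternatives). The direction of B2m depended on the scaling: its log2 fold change was -0.065 (SE 0.029, edgeR adjusted p = 0.12) and 0.093 under scaling by library size alone. Over the alternatives its adjusted p (edgeR or DESeq2) ranged from 0.0202 to 0.27, so its call also depended on the setting. Cd3e and Cd4 had log2 fold changes of -0.95 and -0.83 over all cells but of 2.88 and 0.71 in B-like cells, which should lack both. The rise of Cd4 in B-like cells was not called. Cd8a had a log2 fold change of 0.23 (SE 0.12, edgeR adjusted p = 0.187) over all cells and of 1.92 in B-like cells.

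**Figure D2:**
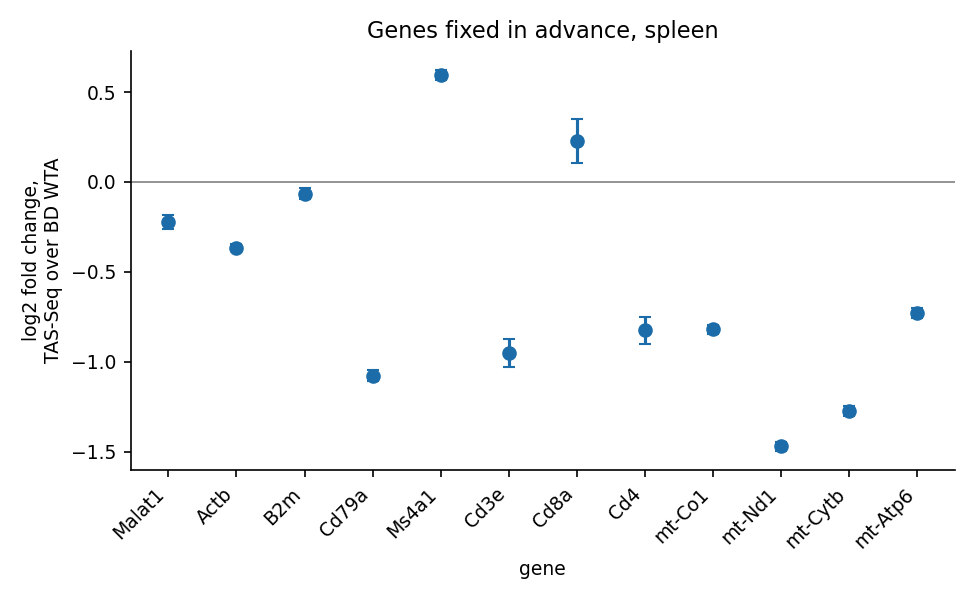
Log2 fold change of spleen TAS-Seq over BD WTA (vertical axis) for the 12 genes fixed in advance (horizontal axis). Points are edgeR estimates over 3 libraries per method and bars are standard errors. The 4 mitochondrial genes lie between -1.47 and -0.73, and the sign of B2m changes under scaling by library size alone.

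The lung and kidney libraries show what TAS-Seq reads in other tissues. At 10000 reads per cell, lung cells had a median of 2049 ± 7.51 genes and spleen TAS-Seq cells of 1704 ± 24.8 genes (SD, n = 3 each), with no overlap (exact permutation test, two-sided, p = 0.1). The tissues were captured in separate cartridges, so the tissue and the run cannot be told apart. In B-like cells of both tissues the medians were 1920 and 1684 genes. The single kidney library had a median of 2227 genes at 10000 reads. The study gives another primer, another version of the capture workflow and shorter RNA reads for the kidney. Its value therefore cannot be set against those of lung and spleen.

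In the lung, 19 classes were named. Endothelial-like cells made up 25.1% ± 0.476 of the kept cells, fibroblast-like cells 18.1% ± 0.257, B-like cells 15.2% ± 0.364, alveolar type 2-like cells 7.36% ± 0.128 and T-like cells 6.73% ± 0.260 (SD, n = 3 each). The other named classes lay between 0.0884% and 4.67%, and 4.05% ± 0.20 of the cells were in unnamed clusters (SD, n = 3). Each class share differed between the libraries by less than 1 percentage point. At Leiden resolution 0.5 no cluster was named ciliated or club cell-like.

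**Figure D3:**
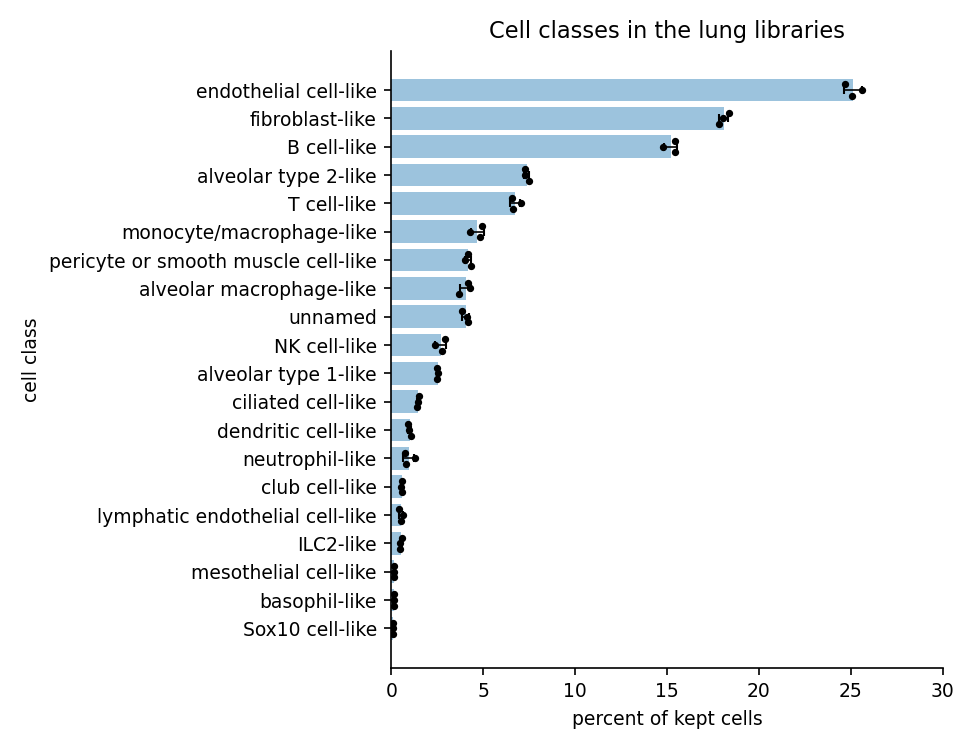
Percent of kept cells (horizontal axis) in each cell class (vertical axis) of the lung libraries. Bars are means over 3 libraries, black lines are SD and points are libraries. Endothelial-like cells were the largest class, at 25.1%.

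The growth factor and interleukin genes fixed in advance were followed in the classes that the study names as their sources. At least 1 count of any of the 8 genes was seen in 75.5% of lung cells, and in 41.9% at 10000 reads. As deposited, most of these genes also had a count in many cells of other classes. Pdgfa was seen in 66.0% ± 1.66 of the epithelial and pericyte or smooth muscle-like cells (median depth 240740 counts) and in 17.2% ± 1.04 of the other named cells (102244 counts, SD, n = 3 each). At 10000 reads the shares were 40.6% ± 2.09 and 4.71% ± 0.343. Pdgfb was seen in 54.3% ± 3.27 of endothelial-like cells (85064 counts) and in 21.2% ± 1.03 of the other named cells (124598 counts, SD, n = 3 each), and at 10000 reads in 42.2% ± 1.51 and 5.50% ± 0.588. Alveolar type 1-like cells had a higher share of cells with Pdgfb than endothelial-like cells, 53.2% ± 5.28 at 10000 reads (SD, n = 3).

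Fgf7 was seen in 60.4% ± 2.43 of fibroblast-like cells (120626 counts) and in 13.7% ± 0.858 of the other named cells (107357 counts, SD, n = 3 each), and at 10000 reads in 43.4% ± 1.97 and 1.58% ± 0.193. For Fgf10 the shares in the same cells were 56.8% ± 2.64 and 16.1% ± 0.996, and at 10000 reads 41.3% ± 1.96 and 2.12% ± 0.148 (SD, n = 3 each). In each lung library, Pdgfa, Pdgfb, Fgf7 and Fgf10 were thus seen more often in the source classes than in the others at equal depth.

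Il13 was seen in 12.1% ± 6.42 of ILC2-like and basophil-like cells (group 2 innate lymphoid cells; median depth 107871 counts) and in 0.920% ± 0.651 of the other named cells (109135 counts, SD, n = 3 each). The first share rested on 2 of 41, 5 of 35 and 6 of 35 cells. At 10000 reads the shares were 9.38% ± 6.18 and 0.0813% ± 0.0630. Il10 was seen in 0.254% ± 0.220 of monocyte/macrophage-like cells (181633 counts) and in 0.285% ± 0.170 of the other named cells (106026 counts, SD, n = 3 each). At 10000 reads the order changed, to 0.122% ± 0.211 and 0.0881% ± 0.0643. The first share rested on at most 1 cell per library, so no difference was shown either way. Among classes of at least 100 cells, the share was highest in dendritic cell-like cells, at 2.29% ± 2.70 as deposited and 1.12% ± 0.975 at 10000 reads (SD, n = 3 each). These cells pool monocytes with macrophages under rebuilt names, and a smaller subset was not separated.

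Il2 was seen in 14.8% ± 0.767 of the cells of all named classes and Il11 in 23.0% ± 1.44 (median depth 109113 counts, SD, n = 3 each). At 10000 reads the shares were 2.21% ± 0.270 and 4.54% ± 0.206. At that depth, and among classes of at least 100 cells, the share of cells with Il11 lay between 1.92% in alveolar type 2-like and 9.41% in neutrophil-like cells, and that of Il2 between 1.25% in monocyte/macrophage-like and 4.04% in dendritic cell-like cells. Of the smaller classes, the ILC2-like cells had Il2 in 9 of 32, 7 of 28 and 5 of 28 cells of the 3 libraries at 10000 reads. No class that should lack Il2 or Il11 was fixed in advance.

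**Figure D4:**
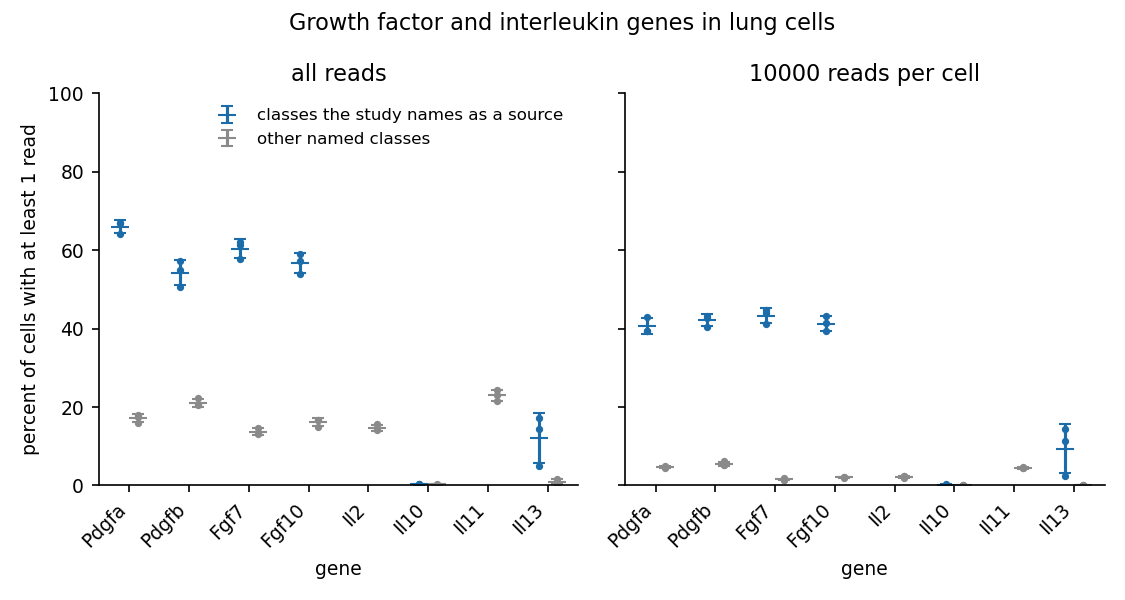
Percent of cells with at least 1 read (vertical axis) of 8 growth factor and interleukin genes (horizontal axis) in lung cells, with all reads on the left and 10000 reads per cell on the right. Points are libraries, horizontal lines are means and bars are SD over 3 libraries. At 10000 reads Fgf7 was seen in 43.4% of fibroblast-like cells and 1.58% of the other named cells.

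In the single kidney library, 495 of 1540 kept cells were proximal tubule-like, which is 32.1% (exact Clopper-Pearson 95% interval 29.8% to 34.5%). Endothelial-like cells made up 8.05%, thick ascending limb-like cells 5.52%, intercalated-like cells 5.39%, monocyte/macrophage-like cells 5.13% and podocyte-like cells 4.09%. Another 39.7% of the cells were in unnamed clusters. The share of proximal tubule-like cells depended on the clustering, and was 38.8% at Leiden resolution 0.5 and 39.9% at resolution 2.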

Values the study reported

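For spleen, the study reported a median of 2200.8 ± 28.3 genes per cell at a median of 25418.5 ± 38.2 reads per cell with TAS-Seq. With the BD WTA kit it reported 1714.2 ± 83.2 genes at 25556.7 ± 116.8 reads. It described a lower mitochondrial proportion and more highly variable genes with TAS-Seq than with the kit. The number of cells put into the BD Rhapsody workflow was 20000 for lung, 20000 for spleen and 5000 for kidney. In the lung, the study placed Pdgfa mainly in pericytes and epithelial cells, Pdgfb in endothelial cells, Fgf7 and Fgf10 in fibroblasts, Il13 in group 2 innate lymphoid cells and basophils, and Il10 in interstitial macrophages. It described Il2 and Il11 as broadly expressed.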

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

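The test below was set before its result was seen. Of the kidney barcodes, 1313 had enough genes but were left out because more than 25% of their counts were mitochondrial, and they enter no comparison above. A signal of a cell type appeared in them. At 5000 non-mitochondrial reads per barcode, 72.3% of those barcodes had at least 3 proximal tubule markers (exact Clopper-Pearson 95% interval 69.8% to 74.7%), against 66.6% of the kept cells (64.2% to 69.0%) and 99.2% of the kept proximal tubule-like cells. Their median number of markers at that depth was lower, at 5 in the barcodes left out. It was 7 in the kept cells and 8 in the kept proximal tubule-like cells. The kidney has no control library and no replicate, so the intervals cover counting error only.

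If these barcodes were damaged cells with no type left to read and little background, tubule markers would be seen in far fewer of them than of the kept cells. The 72.3% argues against that. Tubule RNA from other cells gives such markers too, but at the same depth only 15.3% of the kept endothelial-like cells and 14.3% of the podocyte-like cells had 3 of them, so a background at the level of these cells falls short. Barcodes with little RNA of their own could hold a larger share of background than these cells, and this was not measured. Damaged cells that held mostly tubule RNA from other cells stay open. So do damaged tubule cells that still held tubule RNA, and intact tubule cells rich in mitochondria. The test does not separate these, and no biological explanation was tested. The shares of cell classes given for the kidney are those of the kept cells alone.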

How the results depend on the processing

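The masking of background, the added ribosomal RNA genes, the added nuclear copies and the GC and length correction were chosen after the data were seen, and the other alternatives before. Over 72 results, 674 alternative values were computed. Of these, 623 kept their direction and their side of the threshold or stayed within a limit, and 34 moved beyond it. Another 1 became weaker, 3 became stronger and 13 reversed. The limit was the spread over libraries for lung shares, a fixed ratio to the main count for counts of genes and the 95% interval for kidney shares. Where a result comes from 3 libraries against 3, the exact test cannot pass 0.05 under any setting, so only its direction was followed.

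The excess of genes per cell in spleen TAS-Seq kept its direction under each alternative as deposited, with differences from 82.7 genes (at least 2 counts) to 529 genes (mean over cells). The difference of 200 genes at 10000 reads became 84.5 at 5000 reads and 442 at 20000 reads, the latter in the deeper cells only. At 10000 reads it lay between 136 and 205 genes under the other settings apart from that of at least 2 counts, which reversed it to -27.7 genes, and between 165 and 225 without 1 library at a time. A limit of 2 reads acts more on TAS-Seq, where a larger share of the nonzero values was 1 read. Mitochondrial percent (-4.68 to -3.85 percentage points) and transcript length (23.3 to 45.4 bases under other settings, 67.0 to 90.4 without 1 library at a time) kept their direction.

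For the other reversals the cause was not tested, unless the setting itself gives it. The difference in reads per cell became 443.9 with means over cells in place of medians. The difference in ribosomal RNA percent became 0.563 percentage points with annotated genes added, through 1 abundant gene that the fixed list lacked. The difference in highly variable genes became -254.7 at a scale factor of 10000, but 598 at a scaled dispersion cutoff of 1 and 1811 at 10000 reads and the same number of cells. The GC difference became -0.0909 percentage points with each gene counted once per cell, and 0.018 with overlap between the libraries without mitochondrial and the 50 most abundant genes. Without 1 library at a time, the difference in B-like cells ranged from -0.488 to 1.22 percentage points and that in T-like cells from -0.0486 to 0.893. Scaling by library size alone turned B2m to 0.093 on the log2 scale. In B-like cells alone, Cd3e turned to 2.88 and Cd4 to 0.71, and that of Cd4 was not called.

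Genes with a detection difference numbered 1325 with counts as deposited, 114 at a threshold of 20 percentage points, 334 with at least 2 counts, and between 504 and 593 without 1 library at a time. The fewer genes at 20 points follow from the stricter rule. For the others the cause was not tested. The count of genes called by edgeR lay between 5769 and 8089 under the other tools, filters and cells, and between 6168 and 6288 without 1 library at a time. Scaling by library size alone called 5280 genes as higher and 2635 as lower, against 3610 and 3692. DESeq2 called 8089, of which 7196 were shared. Cd8a, not called over all cells, was called under library size alone, in B-like cells and without the first TAS-Seq library, at a log2 fold change of 0.36. Malat1 lost its call under library size alone.

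Without doublets, the endothelial-like share of lung cells was 25.9%. Other lung shares moved more: that of fibroblast-like cells was 16.0% at Leiden resolution 2, and that of unnamed cells was 5.63% at resolution 0.5, 6.70% at resolution 2 and 3.03% without doublets. Lung cells with a count of any of the 8 genes fell to 55.8% with at least 2 counts and to 41.9% at 10000 reads, as fewer reads must. Kidney proximal tubule-like cells made up 38.8% at Leiden resolution 0.5 and 39.9% at resolution 2, and the cause was not tested. The removal of doublets tests little in the BD WTA libraries, the kidney library and the first spleen TAS-Seq library, where at most 0.477% of the cells were called. With mitochondrial genes removed, the 4 mitochondrial genes have no value.

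With the replicate number as a block, the differences were 484.8 and 200.0 genes per cell, 496 highly variable genes and 345 genes between lung and spleen (exact sign-flip test, p = 0.25 in each, the smallest it can give), and edgeR called 6502 genes. Same-numbered libraries did not deviate together: the correlations over genes were 0.0233, 0.0319 and -0.0791 for TAS-Seq and BD WTA and -0.0361, -0.0015 and 0.0559 for lung and spleen. The numbers therefore do not pair the libraries.

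The shares of Il10 rest on at most 1 cell per library in the monocyte/macrophage-like class, and those of Il13 on at most 6 cells.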

Other observations

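The masking of background, the addition of nuclear copies and the correction for GC content and length were tests chosen only after the result was seen. The tests on Il2 and Il11 were set after their shares were seen but before the tests were run.

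More genes per cell were seen in spleen TAS-Seq than in BD WTA libraries. A difference in depth as the whole cause is argued against by the 200 genes left at equal reads. Background, as part or whole of the cause, stays open. At its median rates and 10000 reads, 160 genes per TAS-Seq cell and 82.0 per BD WTA cell were expected to show a background count. Genes that the cell itself expresses are included, so background would add fewer. Even the first lies below the difference of 200 genes, but single markers varied widely around these rates. Masking at its 95th percentile left 382 genes, but removed fewer genes per TAS-Seq cell than the background was expected to give, so this test decides nothing. The 99th percentile removed more genes than expected in both methods and left a difference of 219 genes as deposited, with no overlap between the libraries, but at 10000 reads the libraries overlapped, with a difference of 136 genes. With at least 2 counts at 10000 reads the difference was -27.7 genes. This limit does not remove background alike. The median nonzero background count at that depth was 1 in each TAS-Seq library and 3 in each BD WTA library. TAS-Seq may also capture more molecules as single reads, which these counts cannot separate from background.

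Cd3e, Cd8a and Cd4, T cell genes, stood at log2 fold changes of 2.88, 1.92 and 0.71 in B-like cells, against -0.95, 0.23 and -0.83 over all cells. The rise in B-like cells was called for Cd3e and Cd8a and not for Cd4. For Cd3e and Cd8a, a candidate explanation is the higher background of TAS-Seq, which would raise these genes in cells that lack them. T cell RNA released in the shared cartridge would load the beads of both methods alike, so it alone would not explain the rise. The background rates given in the report used T cell markers in B-like cells too, so they are no independent test.

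A lower mitochondrial percent in spleen TAS-Seq could come from reads assigned to nuclear copies of mitochondrial genes. Adding the copies widened the difference to -4.68 percentage points, but relative to BD WTA it narrowed from -44.1% to -40.9%. Most of the difference thus stayed, which argues against such reads as the whole cause. A different mix of cells is argued against by the difference of -3.98 percentage points within B-like cells. A difference in how the methods amplify mitochondrial transcripts stays open, and the design gives no biological difference between portions of the same beads.

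Of the 10 splits of the 6 spleen libraries into 3 and 3, 1, the real one, called as many genes with edgeR. Each of the other 9 called 0. With 10 splits, this count alone cannot exclude chance at 0.05, whatever the data. The adjusted p of edgeR is separate evidence that rests on its model. A bias of GC content and length as the whole cause of the calls is argued against by the 93.5% of called genes of at least 2-fold (2133 of 2281 with a value) that stayed called after the correction. Other sequence effects of the amplification stay open.

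The tests of barcodes asked whether reads had moved between libraries. Over the 15 pairs of spleen libraries, 43 barcode numbers were shared, and chance gives 50.1 (chance of as many or more 0.858). This argues against an exchange large enough to make whole barcodes, and says nothing of single reads.

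Some genes had nearly all their reads in a few barcodes of 1 library, mostly immunoglobulin V genes, and low counts of 1 to 3 reads in other barcodes. There were 14 such genes in the TAS-Seq lung and spleen libraries, 13 of them in the spleen, where a gene had a count of at least 1000 in 1 library and none of 100 in the others. RNA released in the shared cartridge before the beads were divided would give the low counts alike in each library of the pool. Instead they were more frequent in the library with the rich barcode, by a median ratio of 5.97, which argues against such RNA as the main source. An exchange of barcodes within each library after the division may be the source: the library with the rich barcode was the highest in 92.9% of the 14 genes. In the BD WTA libraries this held for 4 of 15 genes, with a median ratio of 0.569. An exchange within TAS-Seq libraries is a hypothesis from these genes, and the step at which it would occur was not tested.

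Il2 and Il11 had low counts in most lung classes. Background of the kind measured with markers in other classes is argued against, since the shares of cells lay a median of 16.6 times (Il2) and 17.0 times (Il11) above what it gives for genes of their totals. Low counts that any gene silent in lung cells would get are argued against by 43 kidney tubule markers: their median share of lung cells was 1.03%, which is 0.0541 of the mean of Il2 and Il11. Of these markers, 6 were seen in at least as many cells as Il2, so lung cells may express some of the list. Low expression of both genes, and reads assigned to them from other transcripts that carry a like sequence, stay open and were not tested.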
